# Metformin regulates multiple signaling pathways within castration-resistant human prostate cancer cells

**DOI:** 10.1186/s12885-022-10115-3

**Published:** 2022-09-29

**Authors:** Emuejevoke Olokpa, Sammed N. Mandape, Siddharth Pratap, La Monica V. Stewart

**Keywords:** Prostate, Androgen receptor, p53, Metformin

## Abstract

**Background:**

The biguanide metformin has been shown to not only reduce circulating glucose levels but also suppress in vitro and in vivo growth of prostate cancer. However, the mechanisms underlying the anti-tumor effects of metformin in advanced prostate cancers are not fully understood. The goal of the present study was to define the signaling pathways regulated by metformin in androgen-receptor (AR) positive, castration-resistant prostate cancers.

**Methods:**

Our group used RNA sequencing (RNA-seq) to examine genes regulated by metformin within the C4–2 human prostate cancer cell line. Western blot analysis and quantitative RT-PCR were used to confirm alterations in gene expression and further explore regulation of protein expression by metformin.

**Results:**

Data from the RNA-seq analysis revealed that metformin alters the expression of genes products involved in metabolic pathways, the spliceosome, RNA transport, and protein processing within the endoplasmic reticulum. Gene products involved in ErbB, insulin, mTOR, TGF-β, MAPK, and Wnt signaling pathways are also regulated by metformin. A subset of metformin-regulated gene products were genes known to be direct transcriptional targets of p53 or AR. Western blot analyses and quantitative RT-PCR indicated these alterations in gene expression are due in part to metformin-induced reductions in AR mRNA and protein levels.

**Conclusions:**

Together, our results suggest metformin regulates multiple pathways linked to tumor growth and progression within advanced prostate cancer cells.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12885-022-10115-3.

## Background

The biguanide metformin (1, 1- dimethylbiguanide hydrochloride) is currently one of the most commonly prescribed oral medications for the treatment of type II diabetes in the United States. Approved by the Federal Drug Administration in 1994, metformin is believed to reduce serum glucose levels by reducing gluconeogenesis and glycogenolysis in the liver and producing additional effects within the intestinal tract (reviewed in [1]). In addition to its antidiabetic effects, metformin has been shown to improve other disease states. Metformin has been used clinically to regulate the ovary and correct endocrine dysfunction in women suffering from polycystic ovary disease (PCOS) [2]. There is evidence metformin reduces cognitive impairment and may serve as an effective treatment for neurological disorders such as depression, Alzheimer’s disease, and Parkinson’s Disorder [3, 4]. Metformin exposure can reduce acute kidney injury and other types of renal damage [5, 6]. Furthermore, multiple studies have shown that metformin can suppress the growth and progression of prostate cancer and other types of carcinomas. Data from in vitro studies have shown that metformin exposure reduces proliferation and invasion of human prostate cancer cell lines [7–11], while in vivo studies have revealed metformin reduces prostate tumor growth in xenograft and transgenic mouse models [8, 9]. Epidemiological studies also indicate that metformin may reduce prostate tumor development and progression. A retrospective study by D.E. Spratt et al. suggests that metformin reduces the risk of PSA recurrence and distant metastases in prostate cancer patients undergoing radiotherapy as well as the development of castration-resistant prostate cancer [12]. Metformin exposure also reduced biochemical recurrence and increased overall survival in patients with localized prostate cancer treated with radiation therapy [13]. Improved overall survival was noted in diabetic prostate cancer patients taking metformin in a retrospective study of patients with advanced prostate cancer performed by J.A. Richards et al. [14]. A case-control study from J.L. Wright and J.L. Stanford also noted a decreased relative risk of prostate cancer in Caucasian men taking metformin [15]. However, not all studies have detected a change in prostate cancer risk following metformin exposure. For example, in a more extensive case-control study performed by L. Azoulay et al., no reduction in prostate cancer risk was noted in patients with type 2 diabetes who took metformin [16]. Therefore, metformin may suppress prostate tumor growth only in a subset of prostate cancer patients.

While preclinical studies have shown metformin suppresses the growth of prostate tumors, the mechanism by which metformin produces anti-tumor effects is not fully understood. Multiple studies have demonstrated that metformin exposure inhibits cell cycle progression by inducing G_0_/G_1_ arrest within human prostate cancer cells [8, 9, 17–19]. The tumor suppressor p53 is known to regulate cell cycle progression by modulating the expression of proteins such as the cyclin dependent kinase inhibitor p21, 14–3-3-σ and GADD45α [20]. p53 appears to play a critical role in metformin-induced responses, for the ability of metformin to inhibit proliferation is reduced in prostate cancer cells that do not express wild type p53 or where p53 expression has been knocked down via siRNA [18]. However, other signaling pathways may contribute to the anti-tumor effects of metformin. Concentrations of metformin that inhibit prostate cancer cell proliferation and tumor growth also lower the expression of the proto-oncogene c-Myc in a p53-independent manner [8]. It is, therefore, possible metformin suppresses prostate tumor growth by regulating the activity of additional pathways that control prostate cancer growth and survival.

It is also not clear whether metformin produces anti-tumor effects in all forms of advanced prostate cancers. Prostate cancer begins as a disease that requires androgens such as dihydrotestosterone (DHT) for growth. Following the administration of therapies that target androgen receptor (AR) signaling, prostate tumors progress to castration-resistant forms that are less dependent on circulating androgen levels. To date, most studies have examined the effects of metformin in the castration-sensitive LNCaP or the castration-resistant PC3 and DU145 human prostate cancer cell lines. The LNCaP cells, which express a mutant form of the AR [21, 22], are often used as a model of early-stage prostate cancers. Many human castration-resistant prostate tumors retain expression of AR. However, little to no AR is expressed within the PC3 and DU145 cells [21]. At present, our understanding of the extent to which metformin suppresses growth and intracellular signaling in AR-positive, castration-resistant prostate cancers is limited. The goal of the current study was to examine the signaling pathways regulated by metformin in AR positive, castration-resistant prostate cancers. Our data indicate that growth inhibitory concentrations of metformin regulate not only AR signaling but also other pathways critical for the survival of human prostate cancer cells.

## Methods

### Materials

DMEM low glucose media, DMEM/F-12 media (1:1), Hams’ F-12 media, RPMI 1640 media, penicillin/streptomycin solution, phosphate buffered saline (PBS), Pierce RIPA buffer, and the Presto Blue cell viability reagent were purchased from ThermoFisher Scientific (Waltham, MA). Metformin and the media additives d-biotin, adenine hemisulfate, insulin solution, and apo-transferrin were purchased from Sigma Aldrich (St. Louis, MO). Fetal bovine serum (FBS) was obtained from HyClone (Logan, UT). Zapoglobin and Isoton II were purchased from Beckman Coulter Inc. (Fullerton, CA). Rabbit anti-mouse IgG secondary antibody was obtained from Zymed Laboratories, Inc. Both horseradish peroxidase-conjugated donkey anti-rabbit and sheep anti-mouse antibodies were purchased from GE Healthcare Biosciences (Pittsburg, PA). All tissue culture plasticware and additional chemicals were purchased from ThermoFisher Scientific.

### Cell culture

The C4–2 cell line was purchased from ViroMed Laboratories (Burlington, North Carolina) and grown in T medium (80% DMEM low glucose medium, 20% Hams’ F12 medium, 5% heat inactivated FBS, 1% penicillin/streptomycin, 0.244 μg/ml d-biotin, 25 μg/ml adenine hemisulfate, 5 μg/ml insulin and 5 μg/ml apotransferrin). The C4–2B, 22Rv1 and PC-3 cell lines were purchased from American Type Culture Collection (ATCC, Manassas, VA). The C4–2B and 22Rv1 cell line were grown in RPMI 1640 media supplemented with 10% FBS and 1% penicillin/streptomycin. PC-3 cells were cultured in DMEM-F12 medium supplemented with 10% FBS and 1% penicillin/streptomycin. Each cell line was maintained in an incubator with a 5% CO_2_ atmosphere at 37 °C.

### Cell proliferation assays

For cell count assays, each cell line was plated in 6 well plates at a density of 10,000–20,000 cells per well and allowed to attach overnight. The cells were then treated for 4 days with PBS vehicle or metformin (0.2–20 mM). Following treatment, the cells were detached using trypsin-EDTA and counted using a Coulter counter. To measure cell viability, each cell line was first plated in 24 well plates at a density of 5000–10,000 cells/well. Cells were then treated for 3 days with PBS vehicle or metformin (1–10 mM). The cells were next incubated at 37 °C for 1–2 hours with the PrestoBlue cell viability reagent (100 μl PrestoBlue/ml culture media). The amount of relative fluorescence of the culture media was then measured at an excitation wavelength of 535 nm and emission wavelength of 615 nm.

### RNA-sequencing

C4–2 cells were plated in 10 cm dishes at a density of ~ 750,000 million cells/dish and allowed to attach for 2 days. The cells were then treated for 24 hours with either PBS vehicle or 5 mM metformin. Total RNA was extracted from treated cells using the Trizol reagent and further purified using the Qiagen RNeasy Mini kit. Each RNA sample (three replicates per treatment group) was validated for RNA integrity using an Agilent 2100 Bioanalyzer. RNA-sequencing (RNA-seq), including library preparation, was conducted at the Vanderbilt Technologies for Advanced Genomics (VANTAGE) core facility. A standardized TruSeq mRNA protocol was used for library preparation, followed by sequence runs on an Illumina HiSeq 2500 utilizing a 50-bp paired-end RNA-Seq protocol.

### Bioinformatics analysis

Bioinformatics analysis of the RNA-seq read data was performed at the Meharry Bioinformatics Core facility. Qiagen CLC Genomics Workbench Version 7.0 (Hilden, Germany) was used for mapping alignments to determine transcript expression levels by using FPKM methodology and produced a Differential Gene Expression (DGE) list. Biological network analysis for downstream pathway enrichment was conducted using WebGestalt [23, 24] to obtain significantly enriched Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways and Gene Ontology (GO) Biological Process terms [25, 26]. Pathway visualizations and biological interaction network characterizations were performed using CYTOSCAPE bioinformatics platform with Michigan Molecular Interactions Database (MIMI) and GeneMANIA plugins [27–29]. The Venny program [http://www.stefanjol.nl/venny] was used to compare genes from our differential gene expression (DGE) list with AR target genes previously identified by C.E. Massie et al. [30] and p53 target genes identified by M. Fischer [31].

### qRT-PCR analysis

To determine the effect of metformin on mRNA expression, each cell line was plated in FBS-containing media and treated for 24 hours with PBS vehicle or millimolar concentrations of metformin. Total RNA was then isolated from treated cells using the Trizol reagent according to the manufacturer’s protocol. For each sample the iScript cDNA Synthesis Kit (BioRad, Hercules, California) was used to synthesize cDNA from 1 μg of total RNA. The cDNA was then amplified by quantitative PCR using a reaction involving iQ SYBR Green Supermix reagent (BioRad). This PCR reaction consisted of an initial denaturation step (3 min at 95 °C) and 40 cycles of PCR (95 °C for 30 s, 55 °C for 30 s and 72 °C for 30 s). Quantitect primer sets from Qiagen (Valencia, CA) were used to detect the presence of GR, Nxk3.1, PARP1 and PPARγ. The primer set used to detect the presence of full-length AR (AR-FL) was forward 5′-CAG CCT ATT GCG AGA GAG CTG-3′ and reverse 5′-GAA AGG ATC TTG GGC ACT TGC-3′. Primers used to detect 18S rRNA were forward 5′-ATC AAC TTT CGA TGG TAG TCG-3′ and reverse 5′-TCC TTG GAT GTG GTA GCG-3′. The ΔΔCt algorithm was used to calculate the relative RNA amounts. RNA levels for each gene product of interest were normalized to 18S rRNA levels.

### Western blot analysis

To measure the effect of metformin on AR-FL protein levels, C4–2 cells were plated at a density of 600,000–750,000 cells per 10 cm dish in T media supplemented with 5% heat inactivated FBS. The cells were then treated with PBS vehicle (EtOH) or the indicated concentrations of metformin for 24 hours. Following drug exposure, cells were lysed using RIPA buffer (Thermo Scientific, Pittsburg, PA) to prepare whole cell extracts. Protein concentrations for each sample were calculated using the Bradford protein assay (BioRad, Hercules, CA). Equal amounts of protein from each extract were separated on SDS-PAGE gels and transferred to a nitrocellulose membrane. Membrane blots were then blocked in TBST (1x TBS, 0.1% Tween 20) containing 1% non-fat powdered milk and incubated with AR mouse monoclonal antibody (clone AR 441, Lab Vision Corporation, Fremont, CA; 1:400) diluted in the blocking solution overnight at 4 °C. The blots were next washed in blocking buffer and incubated with sheep anti-mouse secondary antibody conjugated to horseradish peroxidase. Proteins were then visualized using the Pierce Enzyme-Linked Chemiluminescence (ECL) Western Blotting Substrate (Thermo Scientific). ECL images were captured using either X-ray film or the Carestream Gel Logic 4000 imaging system. Blots were reprobed with an actin mouse monoclonal antibody (Chemicon International, Temecula, CA; 1:10,000) to confirm equal loading of the gel.

### Statistical analysis

Each experiment was performed at least three times, and representative data are shown. For proliferation assays and qRT-PCR experiments, One Way Analysis of Variance (ANOVA) analyses were performed using the Sigma Stat 3.1 (Systat Software Inc.) or GraphPad Prism 7 program (GraphPad Software) to detect differences between control and treatment groups. The standard for statistical significance was *P* < 0.05.

## Results

### Metformin inhibits proliferation of AR positive, castration-resistant prostate cancer cells

Previous studies indicate that millimolar concentrations of metformin reduce proliferation of androgen receptor (AR) negative, castration-resistant human prostate cancer cell lines [9, 10]. To determine whether metformin alters proliferation of castration-resistant prostate cancer cells that express AR, we examined the effects of metformin on the AR-positive C4–2 and 22Rv1 human prostate cancer cells. As a control, we also tested metformin in PC-3 cells, a castration-resistant human prostate cancer cell line that expresses little to no AR. Cell count–based assays revealed that metformin concentrations ≥5 mM significantly reduced the proliferation of C4–2, 22Rv1 and PC-3 cells grown in FBS containing media (Fig. 1A). Furthermore, Presto Blue assays demonstrated that metformin exposure reduced viability of C4–2 and 22Rv1 cells (Fig. 1B). The results of the cell count and Presto Blue assays suggest the AR-positive C4–2 and 22Rv1 cells are more sensitive to the effects of metformin than the PC-3 cell line. Significant alterations in PC-3 cell proliferation required metformin concentrations ≥10 mM. However, lower metformin concentrations significantly reduced proliferation and viability in the C4–2 and 22Rv1 cell lines.

**Fig. 1:**
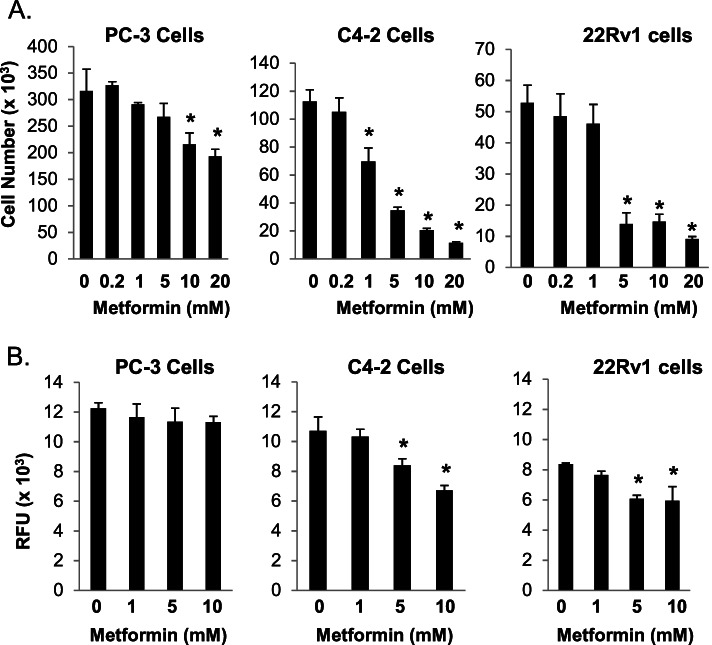
Metformin inhibits proliferation of castration-resistant C4–2, 22Rv1 and PC-3 prostate cancer cells. **A** Each cell line was treated with either PBS vehicle or different concentrations of metformin (0.2–20 mM) for 4 days. Following treatment, the cells were detached from the tissue culture plate and counted using a Coulter counter. Each bar represents the mean ± SD for three wells. *, *P* > 0.05 compared to PBS vehicle (0 mM metformin). **B** Cells were first treated with PBS vehicle or metformin (1–10 mM) for 4 days. The PrestoBlue assay was then performed to measure the viability of treated cells. Each bar represents the mean ± SD for four wells. *, *P* > 0.05 compared to phosphate buffered saline (PBS) vehicle (0 mM metformin)

### Multiple gene pathways are regulated by metformin

RNA-seq was performed to globally identify the gene products altered in C4–2 cells with metformin exposure. 

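C4-2 is an androgen-independent line derived from LNCaP prostate cancer cells. The cells were exposed for 24 h to PBS vehicle (3 libraries) or to 5 mM metformin (3 libraries), and mRNA libraries were sequenced on an Illumina HiSeq 2500. The labels also describe 2 libraries of C4-2 cells exposed to 1 mM phenformin, a biguanide like metformin, which the paper does not report and which are described with the other observations. The authors mapped the reads in CLC Genomics Workbench 7.0, to GRCh37.p13 by the submitters' processing notes, and deposited RPKM values for 57773 gene features. The release of the gene annotation and the use of strand in counting are not given in the sources used here, so values of overlapping and antisense genes are uncertain. Read numbers were recovered from the steps between RPKM values and came out whole, within 0.01 read, for 100% of the 25529 features above 0 in any library. A factor shared by the reads and the length of a gene cannot be seen this way. Of 685 single-exon genes compared, 20.7% had the length given by the annotation at hand, which is of another build. PBS replicates 1, 2 and 3 held 44774670, 13837455 and 15256449 reads, and metformin replicates 1, 2 and 3 held 15368658, 15898491 and 14169196. PBS replicate 1 thus had 2.93 times the median depth of the other 7 libraries, and its reads may overlap with those of the other PBS replicates (a test is given with the other observations). Gene features held 77.25% to 78.61% of the reads in the PBS libraries and 72.01% to 75.11% in the metformin libraries. The 10 most abundant genes took 21.7% to 23.2% of the summed RPKM with PBS and 13.3% to 13.9% with metformin, and MT-CO1, a mitochondrially encoded mRNA, was the highest in each of these libraries. Genes with at least 1 RPKM in at least 3 of the 6 libraries were compared with limma on log2(RPKM + 0.1), a scale that understates the changes of low genes, with Benjamini-Hochberg adjustment over all 11730 genes tested. In data simulated for this comparison, 95.5% of genes changed 1.5-fold and 100% of genes changed 2-fold were called. Those data held 200 changed genes, all above the expression limit, and 30 genes raised together, with 1 spread for all genes. In the real libraries, where many more genes were called, the shares may differ. Gene lists were compared with all other genes by camera at a preset correlation of 0.01, with an estimated correlation as the alternative. They were written before the deposited values were examined. Those of heat shock, YAP and SRF, the integrated stress response and immediate early genes were written after the top of the paper's supplementary gene table had been read. For the other lists an influence of that reading and of Table 1 is not excluded. Lists of pathways that the paper reports, such as the spliceosome, TGF-β and Wnt signaling, are not independent of its results on these libraries. Whether replicates came from separate cultures is not given in the sources used here, so p-values measure the spread between these libraries, which may be technical. Of the markers of other cell types, 1 neuroendocrine, 1 basal epithelial, 2 stromal and 0 immune or endothelial genes were high enough to test. The neuroendocrine gene DLL3 and the basal gene EGFR fell by 1.38 and 0.40 on the log2 scale and the stromal gene VIM rose by 1.13, while COL1A1 was at 1.25 ± 0.0813 RPKM with PBS and 1.24 ± 0.105 with metformin (limma, adjusted p = 0.935, the same calls adjusted over each list alone). Relative to the median of all genes EGFR changed by only -0.09, and after median-centring it did not pass limma. COL1A1 was higher with metformin after median-centring, at a log2 change of 0.29 (limma, adjusted p = 0.0363). The 2 stromal genes did not pass camera (adjusted p = 0.226, and adjusted p = 0.488 with an estimated correlation).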

In this study, we compared RNA levels between cells treated with PBS vehicle and cells exposed to 5 mM metformin since this concentration significantly reduced the proliferation of C4–2 cells. Metformin exposure significantly altered the expression of 1298 genes within the C4–2 cell line. 

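C8orf4, a regulator of Wnt signaling, had the largest rise among genes with at least 5 RPKM in the higher group, from 0.0664 ± 0.0157 RPKM with PBS to 40.2 ± 7.79 with metformin (SD, n = 3 each). CYR61, a secreted matrix protein, rose from 0.846 ± 0.125 to 109 ± 9.47 RPKM, and the phosphatase DUSP5 rose from 0.221 ± 0.0398 to 21.7 ± 0.961. ANKRD1, GEM, GBP2, KRT80, CXCR4 and the lncRNA RP11-553A10.1 rose by 5.28 to 5.80 on the log2 scale, and DUSP1 belongs to the same group of 10. TMEM198B, a transcribed pseudogene, fell from 11.9 ± 0.540 RPKM to 0.165 ± 0.0576. The glycosyltransferase gene B3GNT1 and the gene for the peptide hormone apelin, APLN, had log2 changes of -4.17 and -3.75 with metformin. C1RL, HENMT1, LINC00685, RP11-452L6.1, RP11-1081M5.1 and the pseudogene RPL9P29, which may share reads with RPL9, had log2 changes of -3.55 to -3.38. Adjusted p-values from limma for these genes ranged from 8.7e-09 to 2.2e-05, and all 3 metformin libraries lay on the same side of all 3 PBS libraries. In total 9729 genes passed limma at an adjusted p under 0.05, 3302 of them higher and 6427 lower with metformin. Of these, 991 were at least 2-fold higher and 2629 at least 2-fold lower. The median change of all genes tested was -0.30 on the log2 scale, and changes of groups are therefore given relative to it. With the libraries centred on their medians, 4800 genes were higher and 4796 lower. Against a change of 1.5-fold, limma's treat called 4651 genes, and without PBS replicate 1 limma called 9241. Replication-dependent histone genes, whose mRNAs mostly lack a poly(A) tail, fell in 12 of 14 tested and rose in 1 (limma, the same adjusted over the list alone). Their median change was -0.79 relative to all genes (camera, adjusted p = 0.0239, and adjusted p = 0.457 with an estimated correlation). Among 24 housekeeping genes 5 were higher and 15 lower in limma, adjusted over all genes or over the list alone, and 10 were higher and 8 lower after median-centring. The housekeeping list did not pass camera (adjusted p = 0.448, and adjusted p = 0.826 with an estimated correlation). Of 74 cytosolic ribosomal protein genes 8 rose and 41 fell (7 and 36 adjusted over the list alone), but after median-centring 37 were higher and 5 lower in limma. Their median was -0.18 as measured and 0.13 relative to all genes (camera, direction down, adjusted p = 0.497, and adjusted p = 0.899 with an estimated correlation). After median-centring the ribosomal list passed in the other direction, up (camera, adjusted p = 0.0158). Of the 36 lists with a test, 24 passed camera, 14 up and 10 down. With an estimated correlation 0 passed camera (4 at an unadjusted p under 0.05). Limma's rotation test fry, which compares a list with no change rather than with other genes, passed 33. In the 9 other splits of the 6 libraries, between 15 and 23 lists passed camera at the preset correlation. These splits set 2 metformin libraries against 1 and keep part of the change, so they do not measure camera's error rate. Since 0 lists passed with an estimated correlation, the adjusted p-values at the preset correlation, here and below, are weak evidence.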

KEGG pathway and gene ontology analysis of the RNA-seq data demonstrated that metformin alters the expression of 69 gene products associated with metabolic pathways. However, this analysis also revealed that metformin regulates genes that play critical roles in the spliceosome, RNA transport, and protein processing within the endoplasmic reticulum (Fig. 2). 

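Genes of cholesterol biosynthesis, the targets of SREBP2, fell in 24 of 25 tested and rose in 0. INSIG1, which retains SREBP in the endoplasmic reticulum, fell from 90.2 ± 4.99 to 15.8 ± 0.875 RPKM (SD, n = 3 each), and the squalene epoxidase gene SQLE fell from 18.2 ± 0.271 to 3.36 ± 0.0379. Of 13 tested genes of fatty acid synthesis 12 fell, among them ELOVL6 with a log2 change of -3.08 and ACACA, which encodes acetyl-CoA carboxylase, with -1.53. In glycolysis and glucose uptake 20 of 23 genes were lower and 1 higher, but 10 were lower and 3 higher after median-centring. The lactate transporter gene SLC16A3 had a log2 change of -3.09, whereas PFKFB3, which makes an activator of glycolysis, rose by 1.30. The 13 mRNAs that the mitochondrial genome encodes for the respiratory chain all fell, with the largest fall in MT-CO3, from 7250 ± 270 to 722 ± 20.0 RPKM. Of 71 nuclear genes of the respiratory chain 57 were lower and 3 higher, with a largest fall of -0.90 in NDUFC2. These counts are from limma adjusted over all genes, and adjusted over the list alone they were the same. Relative to all genes, the median change was -0.75 for cholesterol biosynthesis, -0.42 for fatty acid synthesis, -0.09 for glycolysis, -1.37 for the mitochondrially encoded and -0.03 for the nuclear respiratory genes. In the same order, camera gave adjusted p-values of 1.2e-04, 0.0146, 0.0202, 8.8e-04 and 0.0081. With an estimated correlation the adjusted p from camera was 0.457, 0.525, 0.525, 0.457 and 0.599. The nuclear respiratory genes had a mean of 0.003 relative to all genes, and after median-centring 18 were higher and 25 lower. Under quantile normalization 7 of the mitochondrially encoded mRNAs were lower and 2 higher, and the adjusted p of that list from camera ranged from 8.8e-05 to 0.0966 over the alternatives. Over the same alternatives it ranged from 0.0012 to 0.120 for glycolysis and from 2.1e-04 to 0.493 for the nuclear respiratory genes.

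**Figure D1:**
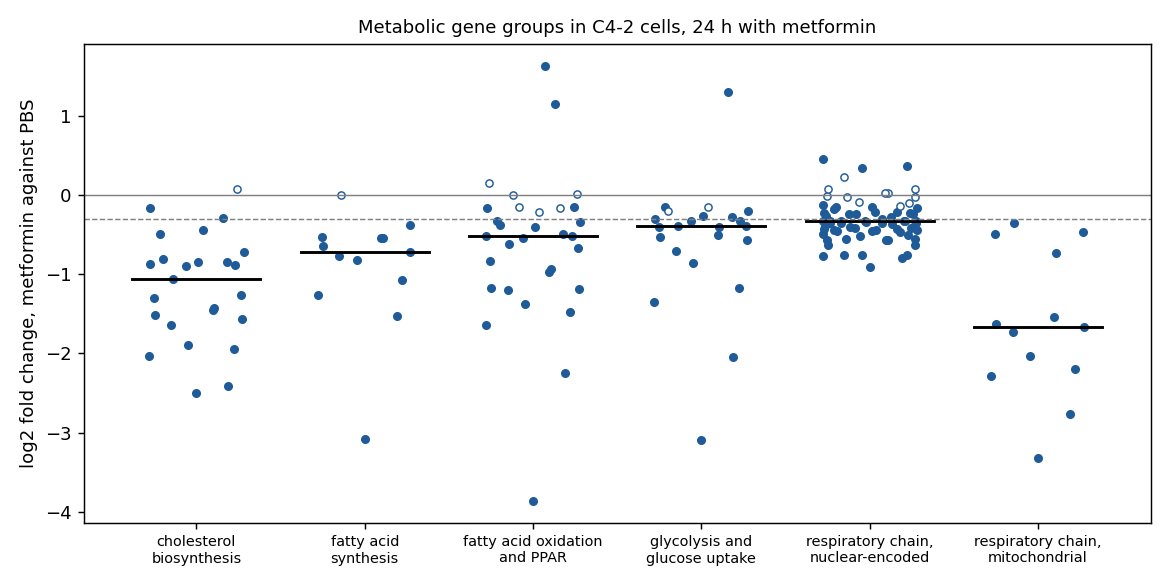
Log2 fold change of each tested gene (points) with metformin against PBS, n = 3 libraries each, by group on the horizontal axis. Filled points passed limma at an adjusted p under 0.05, open points did not, black bars are group medians, the dashed line is the median of all genes (-0.30), and the 13 mitochondrially encoded mRNAs all lie below 0, from -3.33 to -0.36.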

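Of 73 tested genes of the spliceosome, 33 rose and 21 fell with metformin. The helicase gene DDX39B rose from 9.87 ± 2.09 to 45.2 ± 4.03 RPKM (SD, n = 3 each), and RBM22 and CDC5L rose by 1.62 and 1.06 on the log2 scale, whereas the helicase gene DDX46 fell from 9.79 ± 0.254 to 3.92 ± 0.236 RPKM. Among 54 genes of nuclear RNA export and transport, 24 rose and 15 fell (24 and 13 adjusted over the list alone). The nuclear pore gene NUP153 and the exportin gene XPO1 had log2 changes of 1.22 and 0.98, and NCBP1, which encodes a cap-binding protein, had -1.28. Genes of the endoplasmic reticulum were mostly lower. Of 29 genes for chaperones and the unfolded protein response 26 fell and 2 rose, among them DERL3, a factor of protein degradation, from 3.52 ± 0.197 to 0.307 ± 0.0139 RPKM. HSPA5, the main chaperone of this compartment, was at 410 ± 31.9 RPKM with PBS and 386 ± 17.1 with metformin (limma, adjusted p = 0.286). After median-centring HSPA5 was higher with metformin, at a log2 change of 0.22 (limma, adjusted p = 0.0255). Of 30 genes for protein translocation and glycosylation 29 fell and 0 rose, and RPN2, a subunit of the oligosaccharyltransferase, fell from 151 ± 5.00 to 37.7 ± 3.38 RPKM. Apart from the RNA export genes, counts from limma were the same adjusted over the list alone. Relative to all genes, the median change was 0.41 for the spliceosome, 0.40 for RNA export, -0.72 for the chaperones and -0.53 for translocation. By camera the adjusted p was 0.0020, 0.0047, 1.1e-04 and 1.4e-05 in this order, and with an estimated correlation it was 0.515, 0.457, 0.421 and 0.421. After median-centring, 53 spliceosome genes were higher and 13 lower, and 39 RNA export genes were higher and 10 lower.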

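Genes of the actin cytoskeleton rose in 28 of 50 tested and fell in 10. The tropomyosin gene TPM4 rose from 7.91 ± 0.297 RPKM with PBS to 57.1 ± 4.51 with metformin, and the transcription factor gene SRF from 9.63 ± 0.789 to 66.4 ± 6.09 (SD, n = 3 each). TMSB4X, which encodes an actin-sequestering peptide, rose by 2.38 on the log2 scale, and TAGLN, which encodes transgelin, fell by 2.62. Of 28 genes of focal adhesion and integrins, 11 rose and 11 fell. ZYX and FERMT2, which encode the adaptors zyxin and kindlin-2, rose by 3.22 and 3.09 on the log2 scale relative to all genes. The integrin gene ITGA3 had a log2 change of -1.72 as measured, a scale on which the median of all genes was -0.30. Of 26 genes of adherens and epithelial junctions, 7 rose and 17 fell, among them the claudin genes CLDN8, CLDN3 and CLDN7 with -2.38, -1.53 and -1.40. SNAI2, a transcription factor that represses epithelial genes, had a log2 change of 1.95. The counts are from limma and were the same when adjusted over the list alone. The actin genes had a median change of 0.52 relative to all genes (camera, adjusted p = 5.5e-05, and adjusted p = 0.457 with an estimated correlation). The medians of the focal adhesion and junction genes were 0.35 and -0.09, and neither list passed camera (adjusted p = 0.107 and 0.486, and 0.599 for both with an estimated correlation). Over the other alternatives the adjusted p of the focal adhesion genes from camera ranged from 0.0304 to 0.155. After median-centring 17 focal adhesion genes were higher and 9 lower, and 9 junction genes were higher and 11 lower.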

Expression of genes that regulate focal adhesion, adherens junctions, and the actin cytoskeleton were also altered in C4–2 cells treated with metformin. Furthermore, metformin exposure modulated expression of genes involved in multiple pathways associated with cancer growth and progression (Fig. 2 and Table 1). 

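Of the genes of Table 1, 21 were compared and 21 moved in the direction the table gives, 15 higher and 6 lower with metformin (limma, adjusted over all genes or over the list alone). JUN, an immediate early transcription factor, rose from 9.16 ± 0.208 to 162 ± 6.70 RPKM (SD, n = 3 each). CREBBP, which encodes a histone acetyltransferase, rose from 7.33 ± 0.349 to 27.4 ± 0.0775 RPKM, and HES1, a target of Notch signaling, from 2.81 ± 0.137 to 13.2 ± 0.787. MYC fell from 67.4 ± 1.41 to 18.1 ± 2.61 RPKM. DUSP1, a phosphatase that inactivates MAP kinases, had the largest rise of the table, from 1.06 ± 0.320 to 213 ± 7.32 RPKM. The fold changes of the risen genes were 0.778 to 0.829 times the paper's values, and those of the fallen genes 1.28 to 1.29 times. After median-centring they were 0.958 to 1.02 and 1.04 to 1.05 times the paper's values. These genes were chosen by the paper on the same libraries, so their count is not independent evidence of a direction.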

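TGF-β signaling contained large rises, with 18 of 28 tested genes higher and 8 lower. ID1, ID2, ID3 and ID4, which encode inhibitors of basic helix-loop-helix factors, rose by 3.06 to 3.86 on the log2 scale, and ID3 went from 3.96 ± 0.175 to 58.9 ± 5.28 RPKM (SD, n = 3 each). In MAPK signaling 18 of 36 genes for kinases and adaptors rose, such as MAP3K14 and BRAF (1.91 and 1.36), and 9 fell, such as MAPK11 (-1.72). Of 19 genes for ErbB ligands, receptors and adaptors 10 rose and 7 fell. ERRFI1, an inhibitor of EGFR, and the ligand gene HBEGF rose by 1.95 and 1.75, and the ligand gene NRG4 had -1.82. Of 45 genes of insulin and mTOR signaling 21 rose and 16 fell, with IRS2, an insulin receptor substrate, from 1.61 ± 0.147 to 12.7 ± 0.702 RPKM and RRAGC, a GTPase upstream of mTORC1, from 8.59 ± 0.213 to 65.7 ± 1.71. In Wnt signaling 14 of 31 genes rose, such as APC (1.81) and NKD2 (2.13), and 14 fell, such as RNF43 (-2.10) and the receptor gene FZD2 (-3.63). The counts are from limma, adjusted over all genes and, with the same result, adjusted over the list alone. Medians relative to all genes were 0.86 for TGF-β, 0.55 for MAPK, 0.60 for ErbB, 0.38 for insulin and mTOR and 0.24 for Wnt signaling. The adjusted p from camera was 1.1e-04, 0.0042, 0.0466, 0.0427 and 0.152, and with an estimated correlation 0.213, 0.482, 0.421, 0.457 and 0.565. Over the other alternatives the adjusted p from camera reached 0.172 for the ErbB and 0.243 for the insulin and mTOR genes. The paper took its pathways from enrichment of its changed genes in KEGG and gene ontology terms. Both the gene sets and the test therefore differ from those used here. From the altered genes, the paper concludes that metformin regulates several signaling pathways that contribute to the growth of cancer cells.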

Gene products associated with the ErbB, insulin, mTOR, TGF-β, MAPK, and Wnt signaling pathways were altered in cells exposed to metformin. Metformin regulated expression of 19 genes associated with prostate cancer, such as AR, Nxk3.1, KLK3 (PSA), CDKN1A (p21), CDKN1B (p27), and CCND1 (cyclin D1) (Table 1 and data not shown). It also increased expression of gene targets that contribute to p53 signaling, such as GADD45 (α, β, and γ), MDM2, SIAH-1, and thrombospondin 1. 

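KLK3, the PSA gene, fell from 395 ± 41.6 RPKM with PBS to 80.1 ± 5.42 with metformin (SD, n = 3 each), a log2 change of -2.30 (limma, adjusted p = 1.8e-07). CCND1, which encodes cyclin D1, fell from 30.8 ± 0.699 to 5.08 ± 0.200 RPKM (limma, adjusted p = 1.3e-08). The cyclin-dependent kinase inhibitor genes CDKN1A (p21) and CDKN1B (p27) rose, from 6.88 ± 0.582 to 26.6 ± 2.11 and from 19.0 ± 0.574 to 28.6 ± 1.25 RPKM (limma, adjusted p = 2.8e-07 and 1.1e-05). Relative to all genes the changes were -1.99 for KLK3, -2.27 for CCND1, 2.24 for CDKN1A and 0.89 for CDKN1B. Of the 4 tested kinase inhibitor genes 3 rose, CDKN2D among them at 0.23, and CDKN2C fell by 1.38 (limma, the same adjusted over the list alone). The list did not pass camera (adjusted p = 0.142, and adjusted p = 0.457 with an estimated correlation). Of 51 genes of the cell cycle and DNA replication 22 rose and 17 fell, adjusted over all genes or over the list alone, and 30 were higher and 12 lower after median-centring. WEE1, a kinase that restrains entry into mitosis, rose from 2.03 ± 0.105 to 33.0 ± 1.91 RPKM, and ESPL1, the separase gene, fell from 3.17 ± 0.374 to 1.04 ± 0.108. This list's median was 0.30 relative to all genes and -0.003 as measured (camera, adjusted p = 0.0466, with 0.106 as the highest over the alternatives, and adjusted p = 0.599 with an estimated correlation).

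**Figure D2:**
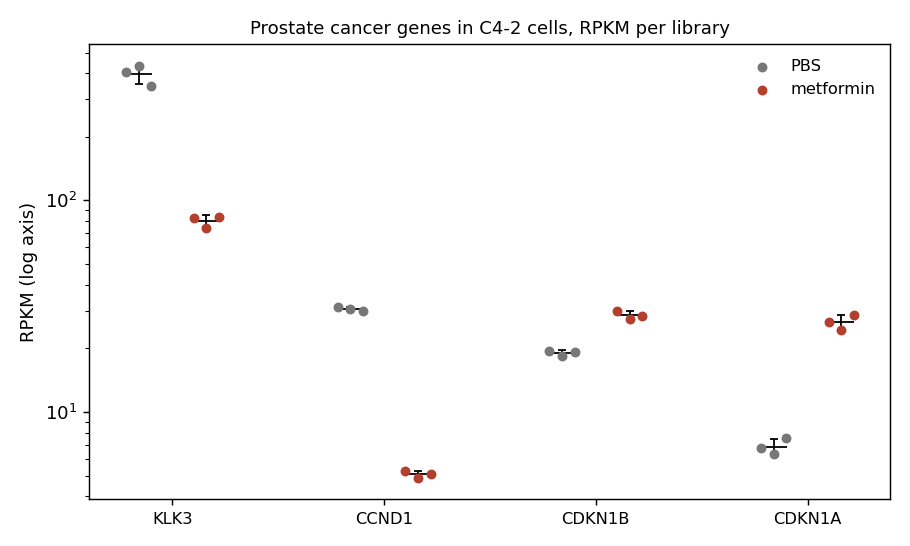
RPKM of 4 genes on a log axis in each PBS (grey) and metformin (red) library, n = 3 each, with the mean (horizontal mark) and SD (error bar). All 3 metformin libraries lie below the PBS libraries for KLK3 and CCND1 and above them for CDKN1B and CDKN1A.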

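GADD45A, a growth arrest gene of the response to DNA damage, rose from 10.5 ± 0.914 RPKM with PBS to 45.1 ± 1.61 with metformin (SD, n = 3 each), a log2 change of 2.09 (limma, adjusted p = 1.0e-07). Its paralogs GADD45B and GADD45G rose from 1.38 ± 0.161 to 7.83 ± 0.870 and from 5.81 ± 0.653 to 22.6 ± 0.868 RPKM, log2 changes of 2.42 and 1.95 (limma, adjusted p = 4.4e-07 and 3.3e-07). MDM2, a ubiquitin ligase gene, rose from 16.6 ± 0.668 to 31.7 ± 1.48 RPKM (log2 change 0.93, limma, adjusted p = 1.3e-06). SIAH1, another ubiquitin ligase gene, rose from 2.11 ± 0.0938 to 7.20 ± 0.267 RPKM (log2 change 1.72, limma, adjusted p = 1.9e-07). THBS1, which encodes thrombospondin 1, an inhibitor of angiogenesis, rose from 9.73 ± 0.608 to 37.5 ± 2.99 RPKM (log2 change 1.93, limma, adjusted p = 1.7e-07). Each of these 6 genes was higher in all 3 metformin libraries than in any PBS library. Relative to the median of all genes the changes ranged from 1.23 for MDM2 to 2.73 for GADD45B.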

Within the PPAR signaling pathway, metformin exposure significantly increased expression of PPARγ, and reduced the level of carnitine palmitoyltransferase 2 (CPT2) mRNA. In addition to the changes noted above, metformin treatment produced a 1.83 fold increase in the lncRNA MALAT-1 and a 6.08 fold reduction in PARP1 expression (Table 1).

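PPARG, which encodes the nuclear receptor PPARγ, rose from 3.98 ± 0.298 RPKM with PBS to 12.5 ± 0.301 with metformin (SD, n = 3 each), a log2 change of 1.63 (limma, adjusted p = 2.3e-07). CPT2, which encodes the inner membrane enzyme that returns fatty acids to acyl-CoA in the mitochondrion, fell from 13.2 ± 0.358 to 0.815 ± 0.0629 RPKM, a log2 change of -3.86 (limma, adjusted p = 1.3e-08). Of 31 tested genes of fatty acid oxidation and PPAR signaling, 23 fell and 2 rose (limma, the same adjusted over the list alone). EHHADH, an enzyme of peroxisomal oxidation, fell from 2.51 ± 0.165 to 0.747 ± 0.183 RPKM. ETFA, which encodes a carrier of electrons from fatty acid oxidation, was at 45.5 ± 1.12 RPKM with PBS and 45.6 ± 2.20 with metformin (limma, adjusted p = 0.937). The list's median change was -0.21 relative to all genes (camera, adjusted p = 0.0383, with 0.077 as the highest over the alternatives, and adjusted p = 0.494 with an estimated correlation). After median-centring 6 of its genes were higher and 15 lower.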

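MALAT1, a nuclear lncRNA, rose from 122 ± 3.23 RPKM with PBS to 175 ± 21.6 with metformin (SD, n = 3 each). Its log2 change was 0.51 with a standard error of 0.0841 (limma, adjusted p = 6.0e-04), and 0.81 relative to the median of all genes. PARP1, which encodes a poly(ADP-ribose) polymerase of DNA repair, fell from 47.0 ± 0.410 to 5.95 ± 1.16 RPKM. The log2 change of PARP1 was -2.98 with a standard error of 0.120 (limma, adjusted p = 2.6e-07), and -2.67 relative to all genes. As ratios of the group means, MALAT1 was at 1.43 and PARP1 at 0.127 times its level with PBS.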

**Fig. 2:**
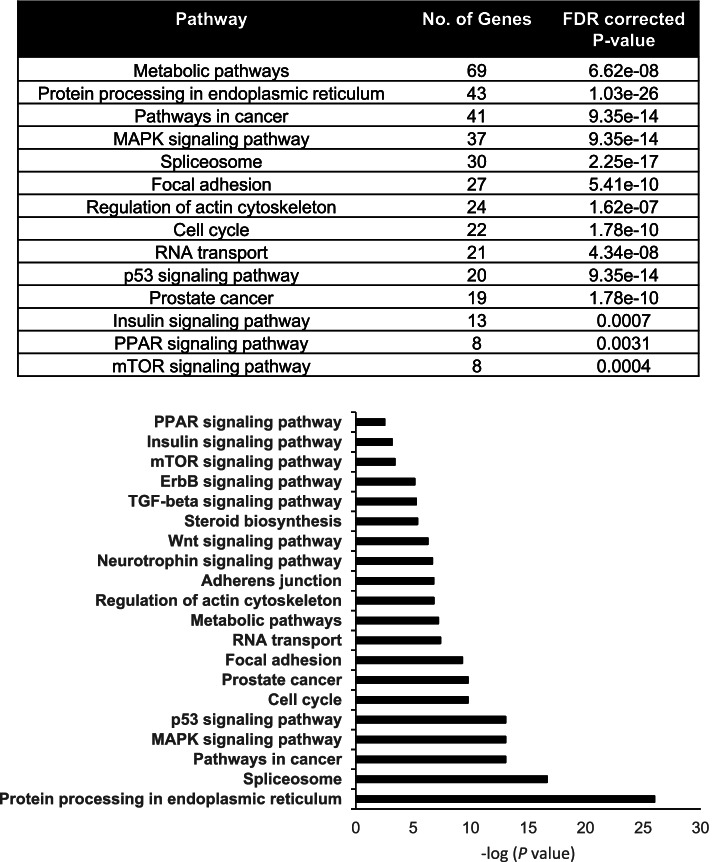
Metformin regulates multiple signaling pathways within C4–2 cells. RNA-sequencing was performed on total RNA extracted from C4–2 cells treated with phosphate buffered saline (PBS) vehicle or 5 mM metformin. Downstream pathway enrichment analysis of significantly changed transcripts was conducted using WebGestalt to obtain significantly enriched KEGG pathways and GO Biological Process terms. Pathway visualizations and biological interaction network characterizations were performed using the Cytoscape bioinformatics platform with the Michigan Molecular Interactions Database (MIMI) and GeneMANIA plugins

**Table 1:** Selected gene products regulated by metformin

Pathway	GENE ID	Fold Change	FDR Corrected ***P***-value
p53 Signaling	MDM2	2.43	2.44E-05
	SIAH-1	4.14	2.57E-02
	GADD45a	5.41	2.45E-10
	GADD45b	6.68	1.19E-03
	GADD45g	4.88	9.80E-09
	THBS1	4.87	3.59E-15
Prostate Cancer	PSA (KLK3)	−3.85	2.45E-104
	KLK2	−3.55	7.70E-33
	NKX3.1	−3.24	8.26E-102
	CDKN1A (p21)	4.86	1.28E-10
	CDKN1B (p27)	1.92	8.94E-03
	CCND1	−4.66	1.87E-08
	CREBBP	4.70	2.44E-10
PPAR Signaling	CPT2	−11.28	4.76E-06
	UBC	2.83	3.51E-11
	PPARG	3.91	1.16E-03
Other Cancer Related	MYC	−2.91	1.07E-11
	PARP1	−6.08	4.75E-16
	DUSP1	225.85	6.87E-102
	JUN	22.22	1.34E-146
	FAS	12.24	8.83E-06
	HES1	5.79	7.44E-06
	MALAT1	1.83	9.07E-12

We confirmed by qRT-PCR that PPARγ mRNA levels were increased and PARP1 mRNA expression was reduced in C4–2 cells exposed to 5 mM metformin (Fig. 3). We also examined the regulation of these gene products in 22Rv1 and PC-3 cells. Metformin (5 mM) significantly increased PPARγ mRNA within 22Rv1 cells. However, it did not lower PARP1 expression within the 22Rv1 cell line. In PC3 cells, which were less responsive to the anti-proliferative effects of metformin, treatment with metformin did not significantly lower PARP1 or induce PPARγ mRNA levels.

**Fig. 3:**
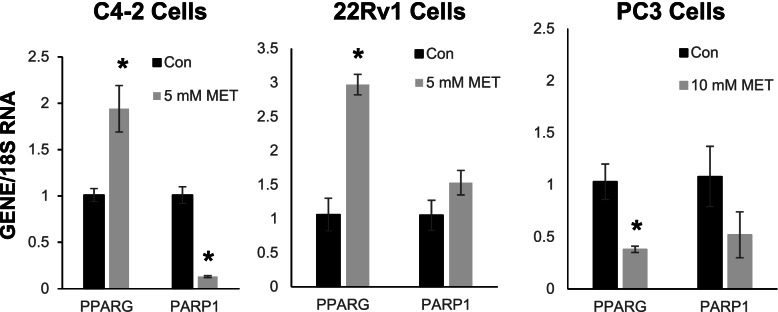
Metformin induces expression of PPARγ in C4–2 and 22Rv1 but not PC-3 prostate cancer cells. C4-2, 22Rv1 and PC-3 cells were treated for 24 hours with either phosphate buffered saline (PBS) vehicle or metformin (5–10 mM). Total RNA was then extracted from treated cells. qRT-PCR was performed to measure the amount of PARP1, PPARγ mRNA and 18S rRNA in each sample. The ΔΔCT method was used to calculate the relative amount of PARP1 and PPARG in treated cells. Each bar represents the mean −/+ SEM for three independent samples. *, *P* < 0.05 compared to PBS control

### Metformin regulates a subset of AR target genes

RNA-seq analysis revealed that many of the prostate cancer related gene products regulated by metformin within the C4–2 cell line are also AR target genes. Metformin lowered expression of gene products that are induced by AR signaling, such as kallikrein 2, PSA (kallikrein 3), Nkx3.1, and the DNA repair gene PARP1. Furthermore, metformin exposure increased mRNA levels of PPARγ, a nuclear receptor whose expression is suppressed by activation of AR [32]. 

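KLK2, the gene of kallikrein 2, fell from 145 ± 14.4 RPKM with PBS to 31.9 ± 2.30 with metformin (SD, n = 3 each), a log2 change of -2.18 (limma, adjusted p = 1.9e-07). KLK4, a further kallikrein gene, fell from 112 ± 6.01 to 16.4 ± 0.671 RPKM (log2 change -2.76, limma, adjusted p = 1.4e-08). SLC45A3, the gene of the prostate protein prostein, fell from 88.0 ± 11.6 to 11.7 ± 1.34 RPKM (log2 change -2.90, limma, adjusted p = 2.1e-07). Relative to the median of all genes the changes were -1.88 for KLK2, -2.45 for KLK4 and -2.60 for SLC45A3, and all 3 metformin libraries were below all 3 PBS libraries for each. Kallikrein genes are paralogs, and reads that match more than 1 of them may have been counted for either.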

We therefore hypothesized that the majority of alterations in gene expression detected by RNA-seq in the C4–2 cells were due to metformin-driven alterations in AR signaling. To test this hypothesis, we first examined the effect of metformin on AR protein expression. Millimolar concentrations of metformin lowered protein levels of full-length AR (AR-FL) within the C4–2 cell line (Fig. 4A). In addition, 5 mM metformin reduced the presence of AR-FL mRNA within C4–2 cells (Fig. 4B). We next examined the ability of metformin to regulate additional proteins regulated by AR signaling. Previous studies have noted AR activation suppresses the expression of the glucocorticoid receptor (GR) in prostate cancers [33]. In both C4–2 and 22Rv1 cells, micromolar concentrations of metformin increased GR mRNA levels (Fig. 4C). Metformin also suppressed the ability of DHT to upregulate Nkx3.1 and downregulate GR in C4–2B cells (data not shown). To determine further the extent to which metformin regulates AR target genes within C4–2 cells, we compared the list of metformin-regulated genes obtained from our RNA-seq experiment with the list of AR target genes identified by C. Massie et al. via ChIP-seq analysis [30]. Approximately 10% of the gene products identified in our analysis were characterized as direct AR genes by the Massie et al. group. However, most of the gene products detected by RNA-seq appear to be regulated independently of AR (Fig. 4D).

**Fig. 4:**
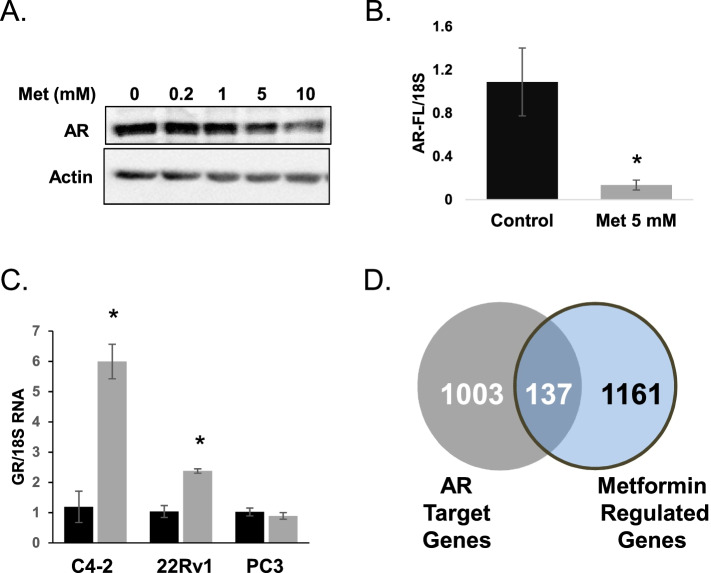
Metformin regulates androgen receptor (AR) signaling and a subset of AR target genes within C4–2 cells. **A** C4–2 cells were treated for 24 hours with phosphate buffered saline (PBS) vehicle or metformin (0.2–10 mM). Western blot analysis was performed to determine AR and actin protein levels in treated cells. **B** C4–2 cells were treated with PBS vehicle or 5 mM metformin for 24 hours. qRT-PCR was performed on total RNA extracted from treated cells to measure the level of full-length AR (AR-FL) and 18S RNA. Each bar represents the mean −/+ SEM for three independent samples. *, *P* < 0.05 compared to PBS control. **C** qRT-PCR was performed to detect the level of GR and 18S RNA in C4–2 and 22Rv1 cells grown in FBS-containing media and exposed to PBS vehicle or 5 mM metformin. Each bar represents the mean −/+ SEM for three independent samples. *, *P* < 0.05 compared to PBS control. **D** Venny program was used to compare the list of metformin regulated genes identified by RNA-Seq to the AR direct target genes identified by C. Massie [30]

### Metformin regulates a subset of p53 target genes within C4–2 cells

Some studies have proposed that the tumor suppressor p53 contributes to metformin-induced responses in prostate cancer. Work by I. Ben Sahra and colleagues demonstrated that metformin induces expression of REDD1 (also known as DDIT4), a negative regulator of mTOR, and inhibits proliferation of human prostate cancer cell lines in a p53-dependent manner [18]. Furthermore, the presence of p53 enhances the ability of combination treatments involving metformin to induce apoptosis in prostate cancer cells [34, 35]. Unlike the PC-3 cells, the C4–2 cell line expresses wild-type p53 protein [36]. It is therefore possible that the metformin-mediated alterations in gene expression we noted in C4–2 cells require p53. To determine what percentage of metformin-regulated genes were also p53 target genes, we compared a list of 343 genes identified as direct targets of p53 by M. Fischer et al. [31] to the metformin regulated genes detected by RNA-seq. This analysis revealed that less than 4% of metformin regulated gene targets (41 gene targets) were also p53 direct targets. 

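Among the genes shown in Fig. 5, FHL2, which encodes a LIM domain cofactor, rose from 0.0545 ± 0.0132 RPKM with PBS to 5.68 ± 0.401 with metformin (SD, n = 3 each), and the stress factor ATF3 from 19.5 ± 1.66 to 470 ± 12.6. AEN, a nuclease of apoptosis, rose from 6.00 ± 0.329 to 30.2 ± 0.835 RPKM, and KITLG, the gene of stem cell factor, from 0.316 ± 0.0930 to 5.21 ± 0.396. PHLDA3, a repressor of AKT, and the phosphatase gene PPM1D rose by 1.63 and 1.45 on the log2 scale. Of 40 genes of the figure, 35 were higher and 5 lower with metformin (limma, adjusted over all genes or over the list alone). These genes were chosen by the paper on the same libraries, so their count is not independent evidence of a direction.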

Metformin exposure induced expression of TP53, the gene that encodes p53, as well as p53 target genes associated with cell cycle and apoptosis, such as GADD45A, CDKN1A, DDIT4, FAS, and MDM2. Conversely, metformin reduced expression of the cell proliferation marker PCNA, two genes that encode metabolic enzymes (RETSAT and CHST14), and the gene for the cation channel TMEM63B (Fig. 5).

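FAS, the gene of a death receptor, rose from 0.900 ± 0.0439 RPKM with PBS to 9.87 ± 1.03 with metformin (SD, n = 3 each, log2 change 3.31, limma, adjusted p = 5.1e-08). DDIT4, which encodes the mTORC1 inhibitor REDD1, was at 103 ± 3.18 RPKM with PBS and 26.9 ± 2.00 with metformin (log2 change -1.94, limma, adjusted p = 8.6e-08), and all 3 metformin libraries lay below all 3 PBS libraries.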

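PCNA, the sliding clamp of DNA replication, fell from 42.4 ± 0.565 RPKM with PBS to 19.5 ± 2.42 with metformin (SD, n = 3 each), a log2 change of -1.12 (limma, adjusted p = 4.8e-06). RETSAT, which encodes retinol saturase, fell from 25.1 ± 0.338 to 9.51 ± 0.945 RPKM (log2 change -1.40, limma, adjusted p = 8.6e-07). CHST14, the gene of a dermatan sulfotransferase, fell from 11.6 ± 1.42 to 2.52 ± 0.351 RPKM (log2 change -2.16, limma, adjusted p = 1.3e-06). TMEM63B fell from 17.2 ± 1.02 to 5.43 ± 0.394 RPKM (log2 change -1.65, limma, adjusted p = 3.2e-07). Relative to the median of all genes the changes ranged from -1.86 for CHST14 to -0.82 for PCNA.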

**Fig. 5:**
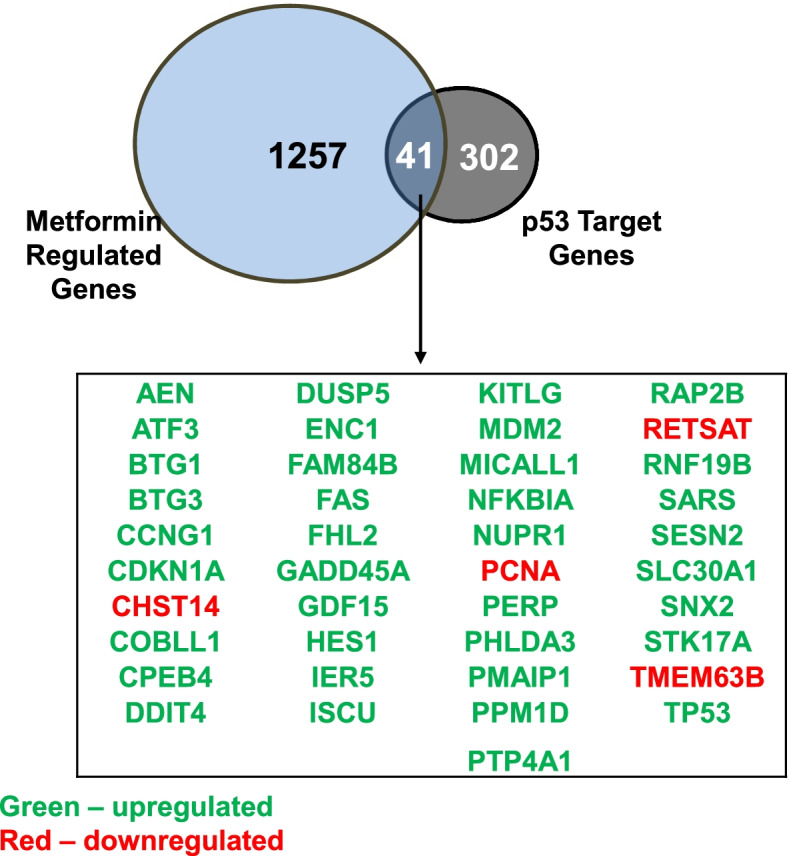
Metformin alters expression of p53 target genes within C4–2 cells. RNA-sequencing was initially performed to identify metformin-regulated genes in the C4–2 cell line. The list of metformin-regulated genes identified by this analysis was then compared to p53 direct target genes characterized by M Fischer et al. [31] using the Venny program. The box inset lists the 41 p53 target genes that are also regulated by metformin

## Discussion

Metformin is an antidiabetic agent that not only controls serum glucose levels but also suppresses the growth of prostate cancers. However, our limited knowledge of the mechanism underlying the anti-tumor effects of metformin makes it difficult to identify patients that could benefit from therapeutic regimens involving this drug. To enhance our understanding, our group used RNA-seq to characterize the molecular changes induced by metformin in AR-positive, castration-resistant prostate cancer cells. The data obtained from this study revealed that metformin regulates multiple signaling pathways that contribute to cancer cell growth. As expected, metformin alters the expression of genes involved in metabolism. It also modulates genes involved in RNA transport and protein processing. In addition, metformin regulates the expression of AR target genes as well as genes that play critical roles in other growth factor signaling pathways. To our knowledge, this is the first report that has examined global changes in gene expression induced by metformin within AR-positive prostate cancer cells.

AR is a key driver of early and late-stage prostate cancers. Early stage prostate cancers primarily express the full-length, 110 kDa version of the AR (also known as AR-FL), while AR-V7 and other AR variants have been detected within advanced prostate cancers and tumors that have developed resistance to androgen-deprivation therapy or antiandrogens [37]. Cell proliferation studies suggested that AR levels might influence the ability of prostate cancer cells to respond to metformin, for the AR-negative PC-3 cells were less sensitive to the anti-tumor effects of metformin than the AR-positive C4–2 and 22Rv1 cells. This was supported by data from the RNA-seq study, which demonstrated metformin regulates multiple AR target genes within C4–2 cells. Alterations in the level of AR target genes we noted within C4–2 cells are likely due in part to metformin-driven decreases in AR function, for metformin reduced AR-FL protein and mRNA levels. Our data agree with work by J. Wang et al., who demonstrated millimolar levels of metformin lower protein levels of AR-FL in LNCaP cells and AR-FL as well as AR-V7 in the CWR22Rv1 cell line [38]. Since metformin suppresses AR expression within advanced prostate cancer cells, it may serve as an effective way to control AR signaling in drug-resistant cancers. While there was some overlap between genes regulated by metformin and AR target genes, not all genes regulated by metformin are direct transcriptional targets of AR. This suggests that metformin may use both AR-dependent and AR-independent pathways to regulate prostate cancer proliferation.

AR is not the only member of the nuclear receptor superfamily whose expression was altered by metformin. Our study indicates that metformin exposure induces the expression of at least two additional nuclear receptors, GR and PPARγ. We believe that this is due in part to metformin-induced decreases in AR activity, for expression of PPARγ and GR is suppressed by AR in human prostate cancer cells [32, 33]. GR appears to be a key regulator of advanced prostate cancers, for GR expression is elevated in metastatic prostate cancers, particularly those that have developed resistance to drugs that target the AR signaling pathway [39, 40]. Reductions in GR function inhibit prostate cancer cell proliferation and increase sensitivity to abiraterone [40]. The role of PPARγ in prostate cancer is somewhat more complicated. PPARγ can function as a tumor suppressor, for loss of PPARγ within the mouse prostate results in the development of prostate intraepithelial neoplasia (PIN), a precursor to prostate cancer [41]. PPARγ agonists have also been shown to reduce prostate cancer growth in vitro and in vivo [42–47]. However, work performed by I. Ahmad et al. indicated that in the context of PTEN loss, PPARγ activation promotes the development of prostate tumors [48]. Data from cBioPortal reveal that the *PPARG* gene is amplified or upregulated in a subset of castration-resistant prostate cancers [48]. PPARγ is also expressed in neuroendocrine prostate cancers [49]. Therefore, increased levels of PPARγ may promote the growth of advanced prostate cancers. Since both GR and PPARγ have been linked to enhanced tumor growth, the increased expression of these nuclear receptors may help prostate cancer cells to overcome metformin-induced reductions in AR.

Our data suggest that growth inhibitory concentrations of metformin also alter expression of p53 target genes. p53 is a well characterized tumor suppressor that regulates cell cycle progression and apoptosis. While p53 mutations have been detected in localized prostate cancer, they are more frequently found in metastatic tumors [50]. I. Ben Sahra et al. initially suggested that the anti-proliferative effect of metformin in LNCaP cells was not linked to activation of AMP kinase but instead required the presence of functional p53 [9, 18]. Additional studies have linked p53 to the ability of drug combinations involving metformin to induce apoptosis in prostate cancer cells [34, 35]. Our data support the idea that p53 function is a key component of the anti-proliferative response to metformin. In C4–2 cells, metformin exposure induced expression of DDIT4/REDD1, which has been linked to the anti-proliferative effects of metformin in LNCaP cells, as well as other p53 target genes that play key roles in cell cycle progression and apoptosis. Furthermore, the C4–2 and 22Rv1 cells, which express wild-type p53, responded better to metformin than the p53 null PC-3 cells [36, 51]. However, PC3 cells also express little to no AR protein. There is evidence of crosstalk between the AR and p53 signaling pathways in prostate cancer. p53 suppresses the expression of AR in LNCaP cells as well as normal human prostate epithelial cells [52]. Conversely, ligand-induced activation of AR has been reported to decrease p53 protein levels in LNCaP cells [53, 54] and decrease expression of p53 target genes within the ventral prostate [53]. Therefore, the ability of metformin to regulate p53 target genes in C4–2 cells and other AR-positive prostate cancer cell lines may result from increases in p53 signaling that occur downstream of metformin-mediated suppression of AR. Also, it is important to note that 43% of the metformin-regulated genes we detected by RNA-seq are not direct targets of either p53 or AR. Our data demonstrate that metformin regulates the expression of genes in additional signaling pathways known to drive the growth of prostate cancers, such as the TGF-β, Wnt, and ErbB/MAPK signaling pathways (reviewed in [55–58]). Therefore alterations in other signaling pathways may contribute to the net anti-proliferative of metformin within p53-positive prostate cancer cells.

To date, multiple studies have examined the combined effects of metformin with other medications in vitro and in vivo. Some groups have explored combinations of metformin and drugs that interfere with AR signaling. The combination of metformin and the antiandrogen bicalutamide synergistically decreased the growth of AR-positive LNCaP cells, LAPC4 cells, and PDX models of prostate cancer [59, 60]. Co-treatment with metformin and either the antiandrogen enzalutamide or androgen synthesis inhibitor abiraterone increased death of AR-positive castration sensitive LNCaP and VCaP cell lines [61]. Other drug combinations involving metformin have also shown to be effective at reducing prostate cancer cell growth. The combination of metformin and vitamin D3, a ligand for the vitamin D receptor, inhibited proliferation of DU145 cells in a synergistic manner [62]. The combination of metformin and taxanes such as paclitaxel and docetaxel reduced proliferation and viability of human prostate cancer cells [63, 64]. D. lliopoulous et al. demonstrated that combined exposure to metformin and the anthracycline doxorubicin suppressed prostate cancer xenograft growth [65]. The combination of metformin and the histone deacetylase inhibitor valproic acid also reduced growth of LNCaP and PC-3 xenografts in nude mice [66]. Furthermore, synergistic decreases in prostate tumor growth were noted following in vivo exposure to metformin and EZH2 inhibitors [67]. The results of our study suggest that additional medications could be combined with metformin to reduce tumor growth. For example, metformin could be paired with drugs that target ErbB or Wnt signaling. Inhibitors of the ErbB signaling pathway are currently used to treat patients with breast cancer, while clinical trials have tested the effectiveness of drugs targeting the Wnt pathway in various solid tumors. In addition, drugs such as APR-246 that re-activate mutant p53 within cancer cells could enhance the overall effectiveness of metformin. Additional studies are required to determine if treatment strategies that involve metformin and drugs that target these pathways would significantly alter prostate tumor growth and progression.

## Conclusions

In summary, metformin regulates activation of the AR signaling pathway as well as other pathways critical for the growth and survival of human prostate cancer cells. The identification of these additional metformin-regulated pathways can be used to design new combination therapies to control the growth of aggressive prostate cancers.

## Supplementary Information

**Additional file 1.**

**Additional file 2.**

## Data Availability

The RNA sequencing dataset generated and analyzed in this publication has been deposited in NCBI’s Gene Expression Omnibus and is accessible through GEO Series accession number GSE196343 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE196343].

# Supplementary material for: Metformin regulates multiple signaling pathways within castration-resistant human prostate cancer cells
**Source:** BMC Cancer. 2022 Sep 29;22:1025. doi: 10.1186/s12885-022-10115-3

**Supplementary Figure 1: Complete blots for data shown in Figure 4A.**  
Red boxes denote areas of the blots included in the figure.

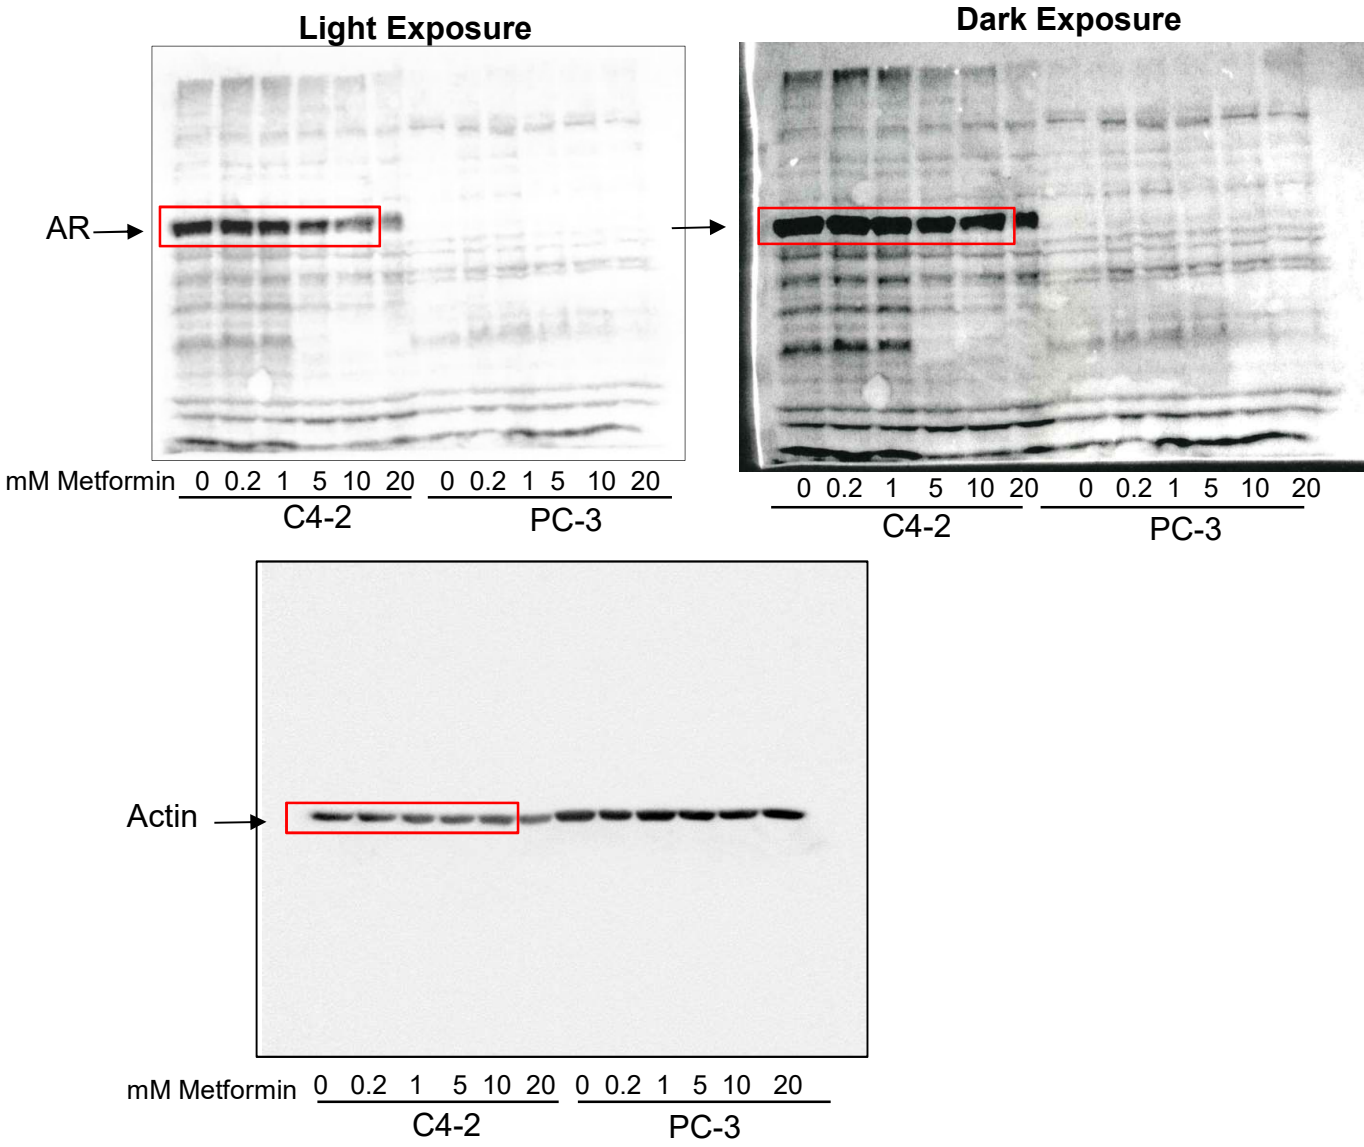

**Supplement:** Supplementary file 1 — Additional file 1.

How the deposited data were processed for this re-analysis (not part of the article)

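RNA of C4-2 cells exposed for 24 h to PBS (3 libraries), 5 mM metformin (3 libraries) or 1 mM phenformin (2 libraries) was sequenced as TruSeq mRNA libraries on an Illumina HiSeq 2500. The authors mapped and quantified the reads in CLC Genomics Workbench 7.0 and deposited RPKM values (reads scaled to exon length and to the mapped reads of each library) for 57773 gene features, with no further scaling between libraries stated. The genome build is GRCh37.p13 by the submitters' notes, and no coordinates are given here because the reference at hand is of another build. Reads per library were recovered from the RPKM steps and were 13837455 to 44774670 with PBS, 14169196 to 15898491 with metformin and 14611068 to 15876543 with phenformin.

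Values were read with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and fitted in R 4.3.3 with limma 3.58.1. Metformin was compared with PBS in a fit of 6 libraries, over genes with at least 1 RPKM in at least 3 of them. Phenformin was compared with PBS and with metformin in 1 fit of all 8 libraries, over genes with at least 1 RPKM in at least 2. Both used lmFit and eBayes with trend on log2(RPKM + 0.1) and Benjamini-Hochberg adjustment with a limit of 0.05. Groups followed the sample labels. The procedure was tested on simulated data, where 3.4%, 4.24% and 6.2% of the calls in the 3 comparisons were false. Those data held 200 changed genes and 1 list of 30 raised genes, with 1 spread (dispersion 0.000609) for all genes. The shares may therefore differ in the real data.

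Of 41 gene lists written, 39 were taken for testing as sets and 36 held enough tested genes, by camera with a preset correlation of 0.01, with camera at an estimated correlation and fry as alternatives. The lists covered stress responses, the endoplasmic reticulum, RNA processing, lipid and energy metabolism, the cell cycle, signaling pathways, adhesion and the cytoskeleton, transcription factor targets, cell type markers, and ribosomal, histone and housekeeping genes. Some genes and gene lists are not reported here. The genes of Table 1 and the other genes that the paper names were chosen by the paper on these libraries and were reported gene by gene.

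Genes named in the text were chosen by a rule. It takes every gene that the paper names from the RNA-seq or in Table 1, with NR3C1 and the receptor genes it discusses. It adds the 10 largest rises and 10 largest falls past the test with a mean RPKM of at least 5 in the higher group and all libraries separated. From each list it takes up to 4 members with the largest change past the test and up to 2 of the highest mean RPKM that did not pass. For phenformin the same genes were used, with 10 more each way. Table 1 and the first 1999 features of the paper's supplementary gene table had been seen when the rule was written.

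The alternatives were pseudocounts of 0.01 and 1, no filter, a mean RPKM of at least 5, median-centring, trimmed mean scaling (30% from each end), the TPM scale, quantile normalization, eBayes without trend or robust, treat against 1.5-fold, the replicate number as a block, other sets of libraries in the fit and each library left out in turn. Limma-voom on recovered reads and PBS replicate 1 reduced to its reads beyond replicates 2 and 3 were added later. The published target gene lists that the paper used were not analysed here.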

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

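All of the tests of explanations in this part were chosen only after the result was seen.

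The 13 mitochondrially encoded mRNAs lie outside the genes that the paper discusses, and their median change relative to all genes was -1.37 with metformin and -2.70 with phenformin. They held 5.02% of all reads with PBS, 2.5% with metformin and 0.771% with phenformin. Scaling between libraries is argued against as the whole cause for phenformin, since after median-centring, trimmed mean scaling and on the TPM scale 13 of the 13 mRNAs were lower (limma), and under quantile normalization 11 were lower and 2 higher, MT-CO2 and MT-ND2. For metformin, only scaling by 1 factor per library is argued against as the whole cause. In the same order, 11, 11 and 12 were lower and 0 higher. For the 2 mRNAs not lower after median-centring, MT-CO1 (-0.16) and MT-CO2 (-0.06), scaling cannot be told apart from a change in level, because MT-CO1 was lower on the TPM scale (-0.20, limma, adjusted p = 0.0218) and MT-CO2 under none of the 3. Under quantile normalization 7 were lower with metformin and 2 higher, MT-ND4 and MT-ND4L. That setting was left out for metformin because it keeps only ranks. MT-CO1, MT-CO2 and MT-ATP6 held ranks 1, 2 and 4 in every PBS and metformin library, which fixes their changes at 0. This reason does not cover the other mRNAs. Whether a scaling that differs with the level of a gene accounts for part of the fall with metformin therefore stays open. These mRNAs were singled out after their values were seen. The 13 log2 changes with metformin had an SD of 12.5 times their mean standard error, but such differences are part of the pattern, so a common fall of all transcripts of the mitochondrial genome, with differences between genes on top, stays open. A change in poly(A) tails cannot be told apart from a change in level, because 0 mitochondrial ribosomal RNA features had reads, and the exposure to the compounds remains an open hypothesis.

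The phenformin libraries are data that the paper did not analyse: against PBS, 3792 genes were higher and 5521 lower (limma, 12172 genes tested), and 4811 were higher and 4541 lower after median-centring. Between phenformin at 1 mM and metformin at 5 mM, 4810 genes were higher and 3113 lower with phenformin (limma), and 3817 were higher and 4087 lower after median-centring. The heat shock genes, which the paper does not discuss as a group, had a median change of 1.78 relative to all genes with metformin. The targets of YAP and SRF, also outside the paper's groups, had a median of 3.65 relative to all genes. Both lists were written after the top of the paper's supplementary gene table, from the same libraries, had been read. The cholesterol biosynthesis genes, which the paper does not name, had a median of -0.75 relative to all genes.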

How the results depend on the processing

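The alternatives with limma-voom on recovered reads and with PBS replicate 1 reduced to its reads beyond replicates 2 and 3 were chosen after seeing the data. Unless a cause is given, the cause was not tested.

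With metformin, 164 named genes passed limma, 0 of them changed direction under any alternative and 12 lost their call under at least 1. With phenformin against PBS, 257 passed, 2 changed direction and 23 lost their call, and against metformin 263 passed, 0 changed direction and 30 lost their call. These counts leave out named genes that had not passed. With metformin, 21 of those turned direction and passed after median-centring, and 24 more passed without turning. The same call held under every alternative for 153 of 216 named genes with metformin. With phenformin it held for 240 of 321 against PBS and 268 of 345 against metformin. Leaving out 1 library at a time, the genes changed by metformin ranged from 9241 to 9793, those higher from 3141 to 3358, those lower from 6100 to 6604, and the lists past camera from 23 to 25. At least 2-fold higher were 991 to 1066 genes and at least 2-fold lower 2608 to 2878. With phenformin against PBS these fits gave 3279 to 3829 higher and 4942 to 5605 lower genes and 17 to 20 lists, and against metformin 3818 to 4832 higher and 2626 to 3135 lower. Where phenformin is left with 1 library, that library is assumed to vary like the other groups. With the replicate number as a replicate block, 9582 genes changed with metformin. There was no sign that the numbers pair the libraries. Same-numbered PBS and metformin libraries had residual correlations of 0.006, -0.015 and -0.057, and those with other numbers -0.065 to 0.062. Residuals sum to 0 within each group and PBS replicate 1 may share reads, so pairing is not excluded.

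With only genes of mean RPKM of at least 5, fewer genes were tested, and 5622 changed with metformin, 3300 of them lower, 639 at least 2-fold higher and 831 at least 2-fold lower. The same filter gave 2638 genes lower with phenformin against PBS and 2876 higher with phenformin against metformin. Against a change of 1.5-fold, treat asks for larger changes and called 4651 genes, 1367 higher and 3284 lower. Without a filter, which tests more low genes, 4511 genes were at least 2-fold lower, and with a pseudocount of 1, which shrinks changes of low genes, 1605. At least 2-fold higher were 1577 genes after median-centring or trimmed mean scaling, 1512 on the TPM scale and 1556 after quantile normalization, which also gave 1523 at least 2-fold lower. Camera with an estimated correlation passed 0 lists with metformin and 0 with phenformin (4 and 5 at an unadjusted p under 0.05), and fry passed 33 and 32. For the histone genes with phenformin the direction from fry was opposite to that from camera, at a median of 0.0157 relative to all genes.

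For the ribosomal protein genes with metformin the direction from camera turned to up, with a median of 0.13 after median-centring, trimmed mean scaling or on the TPM scale (0.129, 0.129 and 0.134). The list passed in that direction under each (camera, adjusted p = 0.0158, 0.0153 and 0.0394).

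Genes that did not pass limma with metformin and turned from lower to higher after median-centring were ACAA1 (0.15), BNIP3 (0.22), COL1A1 (0.29), COX8A (0.21), EIF4EBP1 (0.17), F11R (0.19), GRB2 (0.29), GUSB (0.15), HSPA5 (0.22), ITGAV (0.26), LRP6 (0.24), MCM3 (0.25), ME1 (0.30), PSAT1 (0.25), PSMB4 (0.19), PVRL3 (0.25), RPS6 (0.24), SRSF9 (0.29), STAT5B (0.20), TNFRSF10B (0.24) and UQCRFS1 (0.16). Trimmed mean scaling turned the same genes, with ACAA1 (0.16), BNIP3 (0.22), COL1A1 (0.29), COX8A (0.21), EIF4EBP1 (0.17), F11R (0.19), GRB2 (0.29), GUSB (0.15), HSPA5 (0.22), ITGAV (0.26), LRP6 (0.24), MCM3 (0.25), ME1 (0.30), PSAT1 (0.25), PSMB4 (0.19), PVRL3 (0.25), RPS6 (0.24), SRSF9 (0.29), STAT5B (0.20), TNFRSF10B (0.24) and UQCRFS1 (0.16). On the TPM scale the genes that turned were BNIP3 (0.19), F11R (0.15), GRB2 (0.25), ITGAV (0.23), MCM3 (0.21), ME1 (0.26), PSAT1 (0.22), PSMB4 (0.16), PVRL3 (0.21), RPS6 (0.21), SRSF9 (0.25), STAT5B (0.16) and TNFRSF10B (0.21), and after quantile normalization AJUBA (0.65), COL1A1 (0.82), LRP6 (0.32), PDK1 (0.37) and SOD2 (0.39).

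With phenformin against PBS, the genes that turned were HSP90AB1 (0.15) and LAMC1 (0.13) after median-centring and HSP90AB1 (0.15) and LAMC1 (0.13) after trimmed mean scaling. On the TPM scale they were ACADVL (0.15), B2M (0.16), ETFA (0.17), GRB2 (0.18), HERC3 (0.16), HMGCS1 (0.15), HNRNPK (0.17), HSP90AB1 (0.24), HSPA8 (0.19), JUP (0.17), LAMC1 (0.22), PIR (0.21), PRPF19 (0.17) and SMAD5 (0.23). After quantile normalization they were AJUBA (0.59), LDHB (-0.14), MT-ND2 (0.61), PPIA (-0.10), RPS6 (-0.13) and SOD2 (0.090), of which MT-ND2 and SOD2 had passed limma. Quantile normalization keeps only ranks, and MT-ND2 moved from rank 6 in each PBS library to rank 4 in each phenformin library. Between phenformin and metformin, ATP5A1 turned after median-centring (-0.12) and trimmed mean scaling (-0.13), and ACTB (0.36), ATP5A1 (-0.16) and ENO1 (-0.16) turned after quantile normalization.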

Differences from the paper's values

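The paper reports 1298 genes changed by metformin, the paper's value, and limma called 9729 genes at an adjusted p under 0.05. The paper's statistics section gives P under 0.05 as its general standard and names no fold or adjustment for this count, so the thresholds may differ from those used here. The count differs under every alternative set before the data were examined, from 4651 against a change of 1.5-fold to 13087 without a filter on low genes. A binomial test that took the RPKM values as if they were counts gave 1434 genes, 1092 higher and 342 lower, and the same test scaled to the totals gave 1359. The test with 1434 genes took its level of no change from the paper's own fold changes, so it is not independent of them. Those fold changes were 1.275 times the RPKM ratios at the median. These settings were chosen after seeing the values. The first of them drops 4 of the paper's 785 genes with an FDR under 0.05 in the part of its supplementary gene table that was read, sorted from the largest rise, and 0 of 21 genes of Table 1.

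The fold changes of 21 of 21 genes of Table 1 lie within 1.5 times the paper's values, and 21 of 21 differ from them by more than the SD between the metformin libraries. After median-centring 4 of 21 differ by more than that SD. With a pseudocount of 1 the fold changes differ by more than 1.5 times and by more than the SD for DUSP1, FAS, GADD45B, HES1 and SIAH1, and under the other alternatives set before the data were examined for 0 genes.

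Of 40 genes that Fig. 5 shows, 39 moved in the direction shown (limma). The exception is DDIT4, which the figure places among the induced genes and which had a log2 change of -1.94 here.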

Other observations

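The tests of PBS replicate 1, of the paper's p-values and of other splits of the libraries in this part were chosen only after the result was seen.

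The lists of heat shock, immediate early, YAP and SRF, and integrated stress response genes were written after the top of the paper's supplementary gene table had been read. That table comes from the same libraries, so the counts and p-values of these 4 lists are not independent evidence of a rise. Heat shock genes, the targets of HSF1, rose in 23 of 26 tested with metformin and fell in 2. DNAJB1, a chaperone of the HSP40 class, rose from 12.0 ± 0.16 RPKM with PBS to 375 ± 16.3 with metformin, and HSPB8, a small heat shock protein gene, from 0.528 ± 0.0988 to 22.6 ± 1.99 (SD, n = 3 each). HSPA1B, an HSP70 gene, rose from 64.2 ± 5.48 to 1449 ± 58.1 RPKM, and HSPA1A is nearly identical to it, so the reads can match either (camera, adjusted p = 2.4e-11, and adjusted p = 0.317 with an estimated correlation, for the heat shock list). Immediate early genes rose in 23 of 26 and fell in 3, IER5 among them by 4.17 on the log2 scale, with a median of 2.47 relative to all genes (camera, adjusted p = 2.4e-11, and adjusted p = 0.111 with an estimated correlation). Targets of YAP and SRF rose in 10 of 12 and fell in 1 (camera, adjusted p = 1.4e-05, and adjusted p = 0.176 with an estimated correlation). Genes of the integrated stress response rose in 19 of 34 and fell in 12, with DDIT3, the CHOP gene, from 57.0 ± 7.00 to 335 ± 29.6 RPKM and a median of 0.69 relative to all genes (camera, adjusted p = 0.0074, with 0.0607 as the highest over the alternatives, and adjusted p = 0.537 with an estimated correlation). NRF2 targets rose in 7 of 16 and fell in 7, with SRXN1, a sulfiredoxin gene, at a log2 change of 2.18 and the cystine transporter gene SLC7A11 at -1.18 (camera, adjusted p = 0.152, and adjusted p = 0.599 with an estimated correlation). Targets of hypoxia-inducible factors rose in 5 of 16 and fell in 7 (camera, adjusted p = 0.528, and adjusted p = 0.615 with an estimated correlation). Targets of NF-κB rose in 4 of 8 and fell in 1, with TNFAIP3, a feedback inhibitor, at 3.20 (camera, adjusted p = 0.0864, and adjusted p = 0.457 with an estimated correlation). The counts of these lists from limma were the same adjusted over the list alone.

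With phenformin the metallothionein genes, which bind zinc and copper, rose in 7 of 7 tested and with metformin in 3 of 4 tested (limma), a group singled out after its values were seen. The fit with phenformin tests genes with at least 1 RPKM in 2 of 8 libraries, which the 2 phenformin libraries can meet alone. The metformin fit needs 3 of 6. Members high only with phenformin can thus enter the first count and not the second, so the counts are not alike. MT2A rose from 34.9 ± 2.53 RPKM with PBS (n = 3) to 1602 ± 111 with phenformin (SD, n = 2) and was at 170 ± 33.5 with metformin (n = 3), and MT1X was at 11.0 ± 3.43, 437 ± 5.73 and 57.5 ± 13.2 in the same order. The genes of this family share sequence, so a read can match more than 1 member. PARP1 fell to 6.13 ± 0.230 RPKM with phenformin (limma, adjusted p = 2.0e-07). PPARG was at 4.07 ± 0.227 RPKM with phenformin (limma, adjusted p = 0.703 against PBS and 1.7e-06 against metformin), and DDIT4 at 117 ± 4.01 (limma, adjusted p = 0.0324 against PBS and 4.6e-07 against metformin). For PARP1 the log2 difference between phenformin and metformin was 0.06 with a 95% interval of -0.24 to 0.35. ANKRD1, a target of YAP, was at 0.331 ± 0.0275 RPKM with phenformin and 7.17 ± 0.128 with metformin (limma, adjusted p = 8.1e-07). The doses differ, 1 mM and 5 mM, so a difference between the groups is one of compound and dose together.

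Against PBS, 19 of 36 lists passed camera with phenformin, and with an estimated correlation 0 passed camera (5 at an unadjusted p under 0.05). The 74 ribosomal protein genes rose in 54 and fell in 8 (54 and 9 adjusted over the list alone), with a median of 0.51 relative to all genes (camera, adjusted p = 1.1e-07, and adjusted p = 0.534 with an estimated correlation). Of 52 cell cycle genes 37 rose and 4 fell, a median of 0.72 relative to all genes (camera, adjusted p = 1.8e-07, and adjusted p = 0.462 with an estimated correlation). Compared with metformin, cholesterol biosynthesis genes were higher with phenformin in 23 of 25 and lower in 0 (limma, the same adjusted over the list alone; camera, adjusted p = 2.1e-06, and adjusted p = 0.415 with an estimated correlation).

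The log2 changes with metformin and with phenformin had a correlation of 0.824 over 12172 genes, and both comparisons use the same 3 PBS libraries. In 20 simulations with no effect, the shared controls alone gave a mean correlation of 0.442 and a highest of 0.511. The sign was the same in 79.6% of genes, and in 64.7% in the simulations. The covariance was 0.861, against a mean of 0.0135 and a highest of 0.0165 in the simulations. With both compounds 2517 genes were called higher and 4756 lower in limma, against 1058 and 3027 if the calls were independent, which the shared controls prevent, and 804 genes were called in opposite directions. The 3 controls cannot be divided into separate groups of 2.

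PBS replicate 1 has about 3 times the reads of the other libraries. Taking the reads of replicates 2 and 3 away from it left 15680766 reads, and these differed from replicate 2 by 1.24 times as much as replicates 2 and 3 differed from each other (95% interval 1.08 to 1.44), where a separate library would need at least 2.34. This argues against deeper sequencing of 1 separate library. Known separate metformin libraries gave 3.2, where at least 2.17 was needed, and simulated pooled reads gave 1.05. The metformin baseline, replicates 1 and 3, was the most alike metformin pair (mean chi-square per gene 2.98, against 4.38 and 5.01). Replicates 2 and 3, the PBS baseline, were the least alike PBS pair (4.57, against 2.05 and 4.19). The ratios of 3.2 and 1.24 are therefore not like for like. Whether the reads of replicates 2 and 3 are counted again in replicate 1 stays open. The left-over was below 0 for 39 of 11366 genes (0.343%), where simulated pooled reads gave 0 and simulated separate libraries gave 0.0529%. Against replicate 3 the left-over differed 1.41 times as much (95% interval 1.24 to 1.59), above the interval of the simulated pooled reads (0.911 to 1.14). Whether reads of these 39 genes were assigned differently was not tested. No biological explanation was tested for this pattern. If reads are shared, the PBS group holds fewer independent libraries than 3, and with the remaining reads as replicate 1 limma called 9199 genes.

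Only the first part of the paper's supplementary gene table, sorted from the largest rise, was read. It holds 507 genes with a Bonferroni p above 0 and under 1, and for 507 of these the paper's p is less extreme than a binomial test on the recovered reads would give, with a median ratio of the -log10 p-values of 0.011. A binomial test leaves out the spread between replicates, so it gives more extreme p-values than a test that includes it. A binomial test on summed RPKM taken as counts gave a median ratio of the paper's -log10 p to its own of 0.988 and a rank correlation of 0.996, so the count test may have taken RPKM values as if they were read counts. Both binomial tests took their level of no change from the paper's own fold changes. A wide spread between replicates in a test on read counts cannot be told apart by gene length. The residual had a rank correlation with length of 0.009 (95% interval -0.078 to 0.096), where the test on reads gave 0.994, but a test on reads with 1 spread for all genes, set to the paper's median p, gave only 0.115. The p-values of that test had a rank correlation of 0.359 with those of the test on RPKM. A spread that differs between genes was not tried. The column headers of the paper's table name a test of that kind, EDGE with tagwise dispersions, so this explanation is not excluded. No biological explanation was tested for this pattern.

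NR3C1, the glucocorticoid receptor gene, lay below the filter on low genes, at 0.0474 ± 0.0164 RPKM with PBS (19, 4 and 9 reads) and 0.303 ± 0.0621 with metformin (48, 49 and 30 reads, SD, n = 3 each). Without a filter its log2 change was 1.44 with metformin (limma, adjusted p = 9.3e-04) and 0.37 with phenformin (limma, adjusted p = 0.206).

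Only 10 splits of the 6 libraries into groups of 3 exist, too few for a share under 0.05. As many genes as in the real split (9729 by limma) were called in 1 of the 10, and the highest other split had 0, with up to 31 genes at an unadjusted p under 0.05. For gene lists, 1 of the 10 splits had as many past camera as the real split (24), and the highest other had 23. In those other splits camera at the preset correlation passed between 15 and 23 lists. Each of their groups holds unequal numbers of metformin and PBS libraries, which keeps part of the change. These counts therefore do not measure camera's error rate. In the simulated data camera called 0 of 36 lists besides the raised list for each compound against PBS. Between phenformin and metformin it called 1 of 36. Those data had 1 spread for all genes and drew each gene independently, so members of a list did not vary together. They therefore cannot show camera's error rate for lists whose members are correlated. In the real data with metformin the estimated correlation was 0.628 for the ribosomal protein genes and 0.514 for the mitochondrially encoded mRNAs.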
